# Activity/exercise-induced changes in the liver transcriptome after chronic spinal cord injury

**DOI:** 10.1038/s41597-019-0087-5

**Published:** 2019-06-13

**Authors:** Julia H. Chariker, Sujata Saraswat Ohri, Cynthia Gomes, Fiona Brabazon, Kathryn A. Harman, Kathryn M. DeVeau, David S. K. Magnuson, Michal Hetman, Jeffrey C. Petruska, Scott R. Whittemore, Eric C. Rouchka

**Keywords:** Transcriptomics, Spinal cord injury

## Abstract

Multi-organ dysfunction is a major complication after spinal cord injury (SCI). In addition to local injury within the spinal cord, SCI causes major disruption to the peripheral organ innervation and regulation. The liver contains sympathetic, parasympathetic, and small sensory axons. The bi-directional signaling of sensory dorsal root ganglion (DRG) neurons that provide both efferent and afferent information is of key importance as it allows sensory neurons and peripheral organs to affect each other. SCI-induced liver inflammation precedes and may exacerbate intraspinal inflammation and pathology after SCI, which may be modulated by activity and exercise. In this study, we collected comprehensive gene expression data through RNA sequencing of liver tissue from rats with chronic SCI to determine the effects of activity and exercise on those expression patterns. The sequenced data are of high quality and show a high alignment rate to the Rn6 genome. Gene expression is demonstrated for genes associated with known liver pathologies. UCSC Genome Browser expression tracks are provided with the data to facilitate exploration of the samples.

## Abstract (summary)

**Table:** 

Design Type(s)	gene expression analysis objective • stimulus or stress design • transcription profiling design
Measurement Type(s)	gene expression
Technology Type(s)	RNA sequencing
Factor Type(s)	Spinal Cord Injury • Exercise • EnvironmentalVariable • biological replicate
Sample Characteristic(s)	Rattus norvegicus • liver

Machine-accessible metadata file describing the reported data (ISA-Tab format)

## Background & Summary

More than 10,000 people in the U.S. suffer from traumatic spinal cord injury (SCI) yearly, and the number of people living with paralysis is ~5.4 million^1^. Beyond impairments to sensation and voluntary movement, SCI disturbs the sensory and autonomic nervous systems (ANS) and induces dysfunction in multiple organ systems^2^. Neurogenic pain, depression, cardiovascular disease, liver damage, kidney dysfunction and urinary tract infection are all common in SCI patients and hinder functional recovery and affect long term quality of life. These SCI-induced changes, compounded by a sedentary lifestyle, lead to obesity and a host of metabolic changes, with ~55% of SCI individuals developing frank metabolic syndrome^3^. SCI also triggers a systemic inflammatory response (SIR) that contributes to a high incidence of secondary organ complications^4–7^. Several studies have suggested that post-SCI, the liver contributes to the initiation and propagation of the SIR^4,7,8^. Rodent studies show that traumatic SCI triggers neutrophil infiltration, macrophage activation, and expression of pro-inflammatory cytokines and chemokines in the liver which amplifies the central nervous system (CNS) response to injury^4^. Specifically, liver Kupffer cells control the magnitude of the inflammatory response in the injured brain and spinal cord^8^. This inflammation in the liver appears as early as 30 minutes after injury^9^ and its severity is correlated with lesion level^10^. Further, various liver abnormalities have been observed chronically in humans and rodents post-SCI including non-alcoholic fatty liver disease (humans)^11^ as well as considerable hepatic lipid accumulation (rodents)^12^. These liver pathologies are sustained chronically post-SCI.

Several clinical studies suggest that physical activity can be effective in enhancing recovery of function and also in ameliorating SCI-induced cardiometabolic syndrome, risks of dyslipidemia, and insulin resistance in humans^13–16^. However the underlying mechanisms responsible for these outcomes largely remain unknown. Previous studies have suggested that spontaneous improvements in locomotor function are related to “in-cage activity”^17–20^, indicating that this activity acts as a type of ‘rehabilitative therapy’. This is important because human SCI patients are highly restricted in their activity levels post-SCI. The main objective of this study is to examine the chronic transcriptomic changes in rat liver after SCI and evaluate how this profile is modified with spontaneous in-cage activity and specific forms of exercise, with the premise that these changes may suggest mechanisms.

An overall workflow of the study is schematically represented in Fig. 1 with our experimental design given in greater detail in Fig. 2. For this initial look at the effect of activity/exercise on SCI, we chose female adult rats (~8–9 weeks old) to control for transcriptomic responses related to age and gender. In our experience, female rats recover more quickly from surgery and have greater motivation to exercise, providing our best chance for identifying transcriptomic changes related to activity/exercise. We used two approaches to explore the effect of activity and exercise on injury. In our initial approach, referred to as SCI + In-Cage Activity, we obtained liver samples from contusion (CONT) injured rats housed in large (activity-enhanced) or tiny (activity-restricted) cages. In the latter, in-cage activity is reduced by 75–80% versus large cages for both SCI and naïve groups (DSKM, unpublished observations). The tiny, activity-restricted cages mimic the clinical situation in which sedentary behaviors are enhanced, thereby contributing to the general decline in physical health. In our second approach, referred to as SCI + Exercise, we obtained liver samples from rats housed in activity-restricted (tiny) cages that received one of two different exercise training paradigms: swimming (SWIM) or shallow water walking (SWW), each with its own range of beneficial effects in terms of recovery of function^19–22^. In addition, another group of animals received a complete spinal cord transection (TX) to examine the transcriptome in the total absence of descending, supraspinal innervation.

**Fig. 1:**
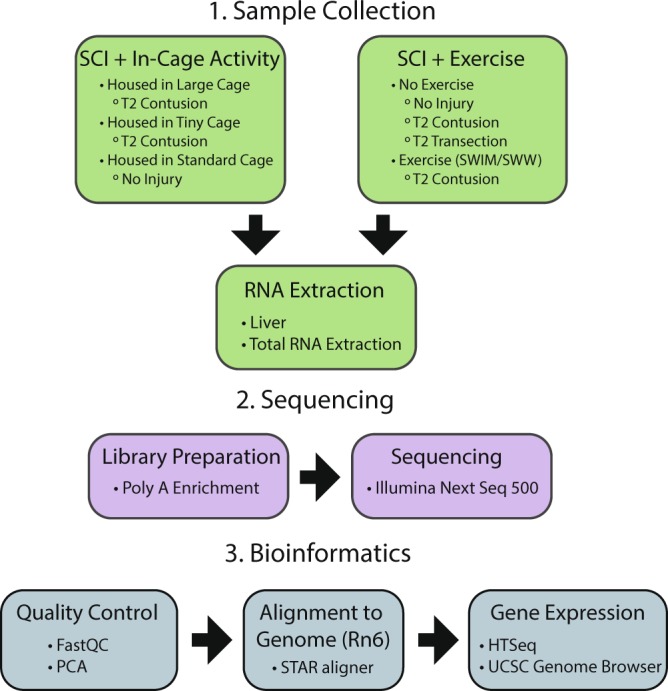
Experimental workflow. (1) In the SCI + In-Cage Activity sample set (top left), rats with CONT injury were housed in large or tiny cages. Rats with no SCI were housed in standard size cages. In the SCI + Exercise sample set (top right), rats received a CONT SCI, a TX SCI, or no SCI. A subset of rats with CONT SCI were exposed to swimming (SWIM) or shallow water walking (SWW) after injury. For both sample sets, RNA was extracted from the liver. (2) RNA samples were subjected to poly A enrichment and sequenced on an Illumina NextSeq 500. (3) The bioinformatics workflow included quality control analysis, alignment to the *Rattus norvegicus* (Rn6) reference assembly, and sample expression analysis with UCSC Genome Browser visualization.

**Fig. 2:**
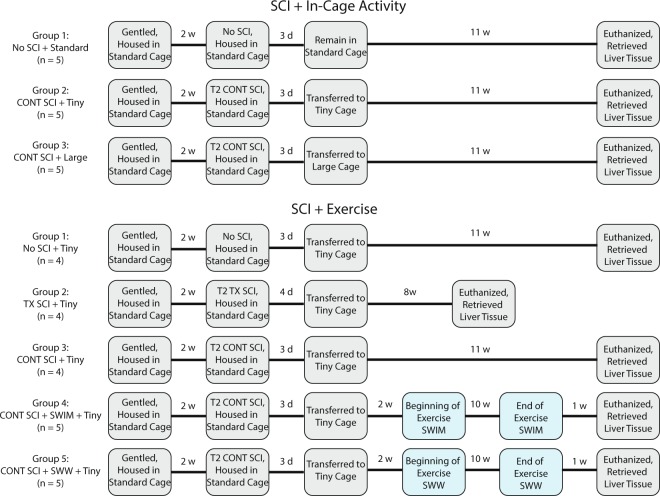
Experimental design. Time course for the SCI + In-Cage Activity groups (top) and the SCI + Exercise groups (bottom).

A quality control analysis of our data indicates high quality sequenced reads with high alignment rates to the *Rattus norvegicus* genome (Rn6). Gene expression data indicate high levels of gene activity from categories relevant to SCI-induced liver pathologies (see Fig. 3 for mean expression in CONT injury and No SCI). To facilitate exploration of expression across samples, UCSC Genome Browser^23^ tracks were created and made available with this dataset. In Fig. 4, expression for two enzymes with a specific role in lipid metabolism, apolipoprotein A1 (*Apoa1*) (Fig. 4a) and cytochrome P450 1A2 (*Cyp1a2*) (Fig. 4b) is displayed for CONT SCI samples. The raw data presented here are offered as a valuable resource to the scientific community for future investigation and further elucidation of underlying biological pathways related to SCI-induced pathogenicity in the liver.

**Fig. 3:**
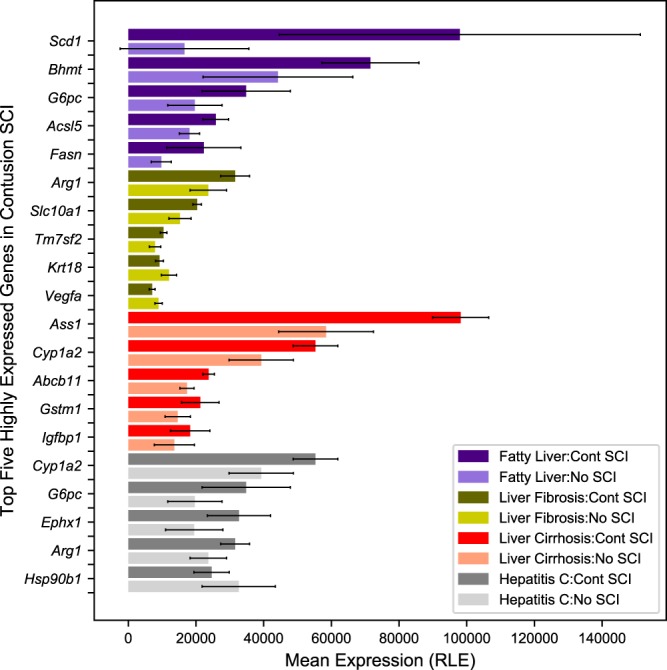
Gene expression in categories relevant to SCI-induced liver pathologies. Five genes associated with four known liver pathologies with the highest mean expression in liver from animals with CONT SCI (with activity restriction by housing in tiny cages) are presented (taken from the SCI + Exercise set). Mean expression for No SCI is included as a comparison. Read counts are normalized using DESeq2’s default method, relative log expression (RLE).

**Fig. 4:**
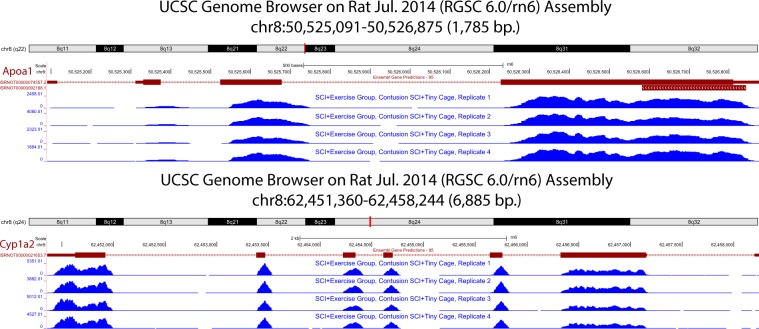
UCSC Genome Browser gene expression tracks. Custom tracks display expression for *Apoa1* (**a**) and *Cyp1a2* (**b**) in four CONT SCI samples (taken from the SCI + Exercise set, tiny cages).

## Methods

### Animals

All animal procedures were performed in accordance with the Public Health Service Policy on Humane Care and Use of Laboratory Animals (Institute of Laboratory Animal Resources, National Research Council, 1996) and the University of Louisville Institutional Animal Care and Use Committee. Female Sprague Dawley rats of body weight 235–249 g were obtained from Sprague Dawley, Inc. (Indianapolis, IN). All rats were initially housed in standard cages and maintained in a 12h-light/dark cycle throughout. Tap water and a standard rodent diet were available to all rats *ad libitum*.

### Experimental design and SCI

The experimental workflow from sample collection through sequencing and bioinformatics is displayed in Fig. 1. The experimental design is illustrated in Fig. 2. 

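Liver RNA of the SCI + In-Cage Activity set came from 15 female Sprague Dawley rats, an outbred strain, with 5 rats in each of 3 groups. The injured rats received a contusion of the thoracic spinal cord and were sampled 11.5 weeks later, and the uninjured rats were sampled at the equivalent time. Poly(A) RNA was sequenced as single-end reads, which the authors aligned to the rat genome with STAR and counted on Ensembl genes with HTSeq, leaving out mitochondrial genes. The deposited values are these counts, without normalization, for 15 libraries of this set. The number of reads counted on genes ranged from 20581132 to 23933922 per sample in No SCI + Standard (median 22399718), from 20066978 to 25130252 in CONT SCI + Tiny (median 24694581) and from 22165276 to 24039725 in CONT SCI + Large (median 22871534). From these counts, differences between groups were tested gene by gene with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after normalization for library size by the TMM method. Genes with too few counts for the smaller group were left out by edgeR's filterByExpr (minimum count 10), and each comparison was fitted on its own 2 groups. For the principal components, DESeq2's regularized log (rlog) was computed over the 15 samples, and all genes entered without scaling. The uninjured and injured rats of this set also differed in cage size, so injury and cage cannot be separated between No SCI + Standard and the CONT SCI groups. In both sets, the paper reports that rats of the same group were housed together in pairs. Every test took each rat as independent, so effects of a shared cage may enter the group differences and their p-values. The choices that changed the numbers most were which animals were included, the test (DESeq2 in place of edgeR) and whether the spread was estimated from 2 groups or from all groups of the set.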

Prior to the study, 15 animals in the SCI + In-Cage Activity study were randomly divided into three groups: no injury housed in standard cages (No SCI + Standard, 5 replicates), T2 contusion injury housed in tiny cages (CONT SCI + Tiny, 5 replicates), and T2 contusion injury housed in large cages (CONT SCI + Large, 5 replicates). In the SCI + Exercise study, 22 animals were randomly assigned to five groups: no injury (No SCI, 4 replicates), T2 transection injury (TX SCI, 4 replicates), T2 contusion injury (CONT SCI, 4 replicates), T2 contusion injury followed by swimming as exercise (CONT SCI + SWIM, 5 replicates), and T2 contusion injury followed by shallow water walking as exercise (CONT SCI + SWW, 5 replicates). 

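The SCI + Exercise set held liver RNA from 22 rats, all housed in tiny cages, and its libraries were made, aligned and counted as in the SCI + In-Cage Activity set. The deposited counts summed to between 31524480 and 36761953 reads per sample in No SCI (median 33833818, n = 4), between 28427149 and 35765326 in CONT SCI (median 33985706, n = 4) and between 29685630 and 30948754 in TX SCI (median 29820376, n = 4). In the exercised groups they summed to between 26190364 and 36607354 in CONT SCI + SWIM (median 29307408, n = 5) and between 30241918 and 35461985 in CONT SCI + SWW (median 34439099, n = 5). The TX SCI rats, whose spinal cord was cut completely, were sampled 8.5 weeks after injury. The paper and the sample labels differ on the exercised rats. The paper gives collection at 13.5 weeks after injury, with exercise from day 14 for 10 weeks. The labels give 11.5 weeks, with exercise from day 10 for 8 weeks. Both place the exercised groups with their own 5 samples each, so the grouping does not depend on the time used. By the paper's times, CONT SCI and No SCI were collected at 11.5 weeks, before the exercised rats and after TX SCI. Exercise and transection therefore cannot be separated from the time of collection in comparisons with those groups. By the labels, this holds for TX SCI only. Counts were normalized, filtered and tested as for the other set, and the rlog values were computed separately over the 18 samples without TX SCI and over the 12 samples of No SCI, CONT SCI and TX SCI.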

Throughout the study, rats were doubly-housed with individuals from the same experimental group.

All rats were initially gentled for two weeks, during which time they were introduced and acclimated to the testing and exercise facilities. After this period, animals were anaesthetized with a ketamine (50 mg/kg)/xylazine (0.024 mg/kg)/acepromazine (0.005 mg/kg) cocktail (IP) and given glycopyrolate (0.08 mg/kg, IM) prior to SCI surgeries. For all injury groups (CONT and TX), a dorsal midline incision was made in the superficial muscle overlying the T1–T3 vertebrae. A single level laminectomy was then performed at the T2 vertebrae. Animals in the CONT groups received a moderately severe contusion injury (25 g-cm SCI) at the T2 spinal cord level using the NYU Impactor^24,25^. For animals in the TX group, a scalpel was used to deliver a complete transection of the spinal cord at T2. The muscle and skin overlying the injury were sutured in layers and antibiotic ointment was applied to the incision. Injured animals were monitored on heating pads until they recovered from the anesthesia. Rats were then doubly-housed in cages with ALPHA-dri® bedding (Shepherd’s^TM^ Specialty Paper, Milford, NJ) for the remainder of the study. Post-operative care consisted of daily injections of gentamicin sulfate for 7 days (20 mg/kg, S.C.), twice-daily injections of buprenorphine for 3 days (0.03 mg/kg, S.C., and as needed for pain management thereafter), and twice-daily 5 ml boluses of lactated ringers for three days (and as needed for hydration thereafter). Manual bladder expression was conducted three times a day until reflexive voiding was re-established. Rats were maintained on a 12-hour day/night light cycle throughout and had access to standard rat chow and water ad libitum. During the 2 week gentling and a 3 day recovery period, all animals were doubly housed in standard cages, measuring 22″ × 12.5″ × 8″.

Three days after injury, animals in the SCI + In-Cage Activity study were doubly housed in tiny cages (7.5″ × 8.5″ × 8″) to restrict movement and activity or large cages (14″ × 18″ × 8″, base dimension; 16″ × 20″ ceiling) to allow for greater movement for the duration of the study. No SCI controls remained in standard cages.

Three days after injury, all animals in the SCI + Exercise study were doubly-housed in tiny cages to restrict in-cage activity for the duration of the study. Animals in the CONT SCI + SWIM and CONT SCI + SWW groups began exercising 14 days post-injury. Exercise sessions were conducted 5 consecutive days/week for 10 weeks. Animals exercised for 30 minutes each day with 15 minutes of exercise in the morning and 15 minutes in the afternoon. The morning and afternoon sessions were separated by a minimum of one hour. Each 15 minute session consisted of three five minute periods of exercise with breaks between the periods lasting approximately 20–25 minutes.

### Tissue collection and RNA extraction

Animals were sacrificed with a ketamine overdose at 8.5, 11.5, or 13.5 weeks post-SCI, depending on condition (see Fig. 2). All uninjured animals were sacrificed at a time point equivalent to 11.5 weeks post-SCI in the other animals. Hearts were arrested in diastole with an injection of 3 M KCl. Animals were perfused with PBS supplemented with 20% RNA *later* (Ambion, Life Technologies, Carlsbad, CA). Livers were taken from each animal and 200 mg of liver tissue was processed from each using RNeasy Lipid Tissue Mini Kit (Qiagen) to isolate RNA.

### Library preparation and sequencing

1 µg of total RNA samples were used for poly A enrichment. First and second strands were synthesised followed by 3′ end adenylation. Samples were barcoded with Illumina TrueSeq adapters. 1.8 pM of barcoded library was denatured, and sequencing was performed on the University of Louisville Center for Genetics and Molecular Medicine (CGeMM) Illumina NextSeq 500 using the NextSeq 500/550 1X75 cycle High output kit (Illumina, Carlsbad, CA).

### RNA-seq data analysis

Sequencing produced over 1 billion single end reads across the 37 samples. The vast majority of read lengths fell between 74–76 bases across all samples. The quality of the reads was assessed using FastQC v.0.10.1^26^, which indicated no sequence trimming was necessary. The sequences were directly aligned to the *Rattus norvegicus* reference genome assembly (Rn6) using Star version 2.6^27^. Read counts for gene regions were obtained with HTSeq (version 0.10.0)^28^ using Ensembl annotations^29^ (Rn6 version 93). The annotation file was parsed to exclude mitochondria genes in an effort to reduce non-relevant variation in subsequent steps of the analysis. The resulting annotation file extracted read counts for 24,613 gene locations.

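Each of the 24613 rows of counts carries a distinct Ensembl rat gene identifier, and none holds a summary of uncounted reads. Of these genes, 18769 had at least 1 count in some sample, 12352 had at least 1 count in every one of the 37 samples, and 5844 had 0 counts throughout. The number of genes with at least 1 count per sample ranged from 13648 to 15706, with a median of 15066. A mean of at least 100 counts was reached by 9099 genes, and the 10 genes with the most counts in a sample took between 21.7% and 32.3% of its total (median 24.9%).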

A principal component analysis (PCA) was performed using the R programming language^30^ to examine within- and between-group variability of the samples. Three-dimensional PCA plots were generated using the R package ‘pca3d’. DESeq2’s regularized log transformation^31,32^ was applied to the raw counts prior to PCA to reduce the effect of high level variation genes on the spread of sample points.

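Computed over all 37 samples, the size factors of this method ranged from 0.626 to 0.865 in the SCI + In-Cage Activity set (median 0.782, n = 15) and from 0.968 to 1.45 in the SCI + Exercise set (median 1.24, n = 22), so every Exercise sample had a larger factor than every In-Cage sample.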

Prior to examining gene expression, raw read counts were normalized to remove natural variation across samples arising from differences in tissue sampling and sequencing using DESeq2’s default method, relative log expression (RLE)^31–33^. UCSC Genome Browser tracks were created to facilitate exploration of gene expression in each of the samples^23^. The tracks were created using methods and available utilities described on the UCSC Genome Browser website for converting sequencing alignment files in BAM format to BigWig format.

## Data Records

The data were submitted to NCBI Gene Expression Omnibus (GEO; GSE124819)^34^. This GEO project includes raw data in Fastq format, raw HTSeq counts^28^, and UCSC Genome Browser tracks in bigwig format for all samples^23^. This dataset is part of a larger study measuring the systemic transcriptional response to spinal cord injury, including dorsal root ganglion^35^ and soleus muscle, all of which are included as part of a GEO superseries (GSE129704)^36^.

## Technical Validation

### RNA metrics

Sequencing generated 26.5 to 46.8 million reads/sample with a mean of 37.1 million and standard deviation of 6.3 million. 

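The reads counted on genes made up 76.4% ± 2.61 (SD, n = 37) of the input reads that Table 1 lists for the same samples, with a range of 65.7% to 80.1%. As a share of the uniquely mapped reads, which are the reads that HTSeq counts, they made up 87.2% ± 1.54 (SD, n = 37). Depth separated the sample sets. The median number of reads counted on genes was 23131856 in the 15 In-Cage samples and 32459604 in the 22 Exercise samples, with no overlap between the sets. Totals of counted reads, not input reads, underlie the tests between groups.

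**Figure D1:**
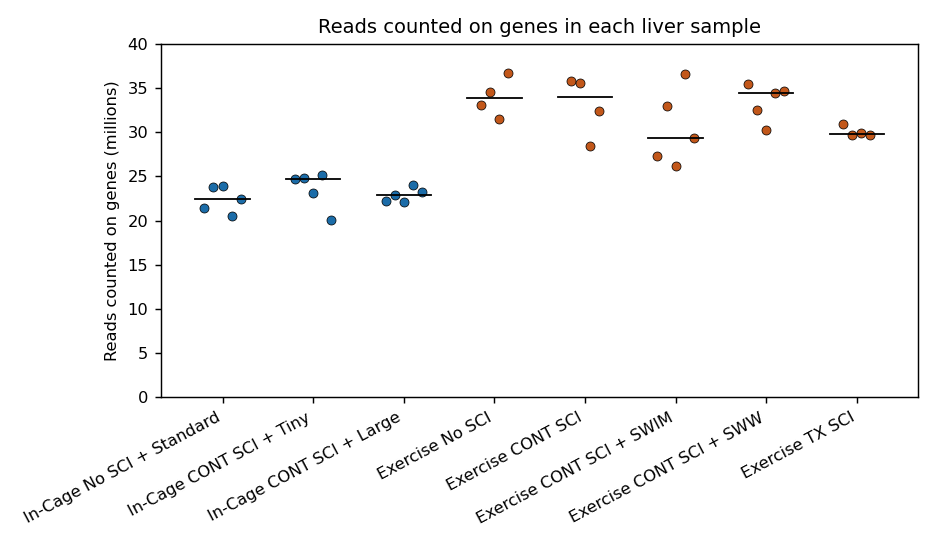
Reads counted on genes in each of the 37 liver samples by group (linear axis from 0), where each point is 1 rat and each bar the group median. Every In-Cage sample (blue) lies below every Exercise sample (orange).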

Table 1 displays the number of raw reads successfully aligned for each of the samples. The alignment rate for uniquely mapped and multi-mapped reads combined ranged from 85.97 to 98.87 percent with a mean of 97.85 across the 37 samples.

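Recomputed from the read numbers in Table 1, the share of mapped reads was 98.8% ± 0.0254 (SD, n = 4) in CONT SCI, 98.75% ± 0.0511 (SD, n = 4) in No SCI, 97.5% ± 1.31 (SD, n = 4) in TX SCI, 98.2% ± 0.281 (SD, n = 5) in CONT SCI + SWW and 94.5% ± 4.90 (SD, n = 5) in CONT SCI + SWIM of the Exercise set. In the In-Cage set it was 98.5% ± 0.185 (SD, n = 5) in No SCI + Standard, 98.5% ± 0.178 (SD, n = 5) in CONT SCI + Tiny and 98.3% ± 0.307 (SD, n = 5) in CONT SCI + Large. The lowest value belonged to CONT SCI + SWIM replicate 3, with 85.97% mapped, while the other 4 replicates of that group lay between 94.6% and 97.8%. The same library had the fewest genes with at least 1 count. Of its uniquely mapped reads 86.3% were counted on genes, at the lower end of the group's range, whose upper end was 88.7%.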

**Table 1:** Sequencing and alignment summary.

Sample ID	Input Reads	Number Uniquely Mapped Reads	Percent Uniquely Mapped Reads	Number Multi-mapped Reads	Percent Multi-mapped Reads
SCI + Exercise Group, No SCI + Tiny Cage, Replicate 1	42,399,033	37,397,063	88.20%	4,454,134	10.51%
SCI + Exercise Group, No SCI + Tiny Cage, Replicate 2	43,891,878	39,065,260	89.00%	4,273,932	9.74%
SCI + Exercise Group, No SCI + Tiny Cage, Replicate 3	39,487,917	35,029,130	88.71%	3,995,282	10.12%
SCI + Exercise Group, No SCI + Tiny Cage, Replicate 4	46,599,189	41,202,534	88.42%	4,807,627	10.32%
SCI + Exercise Group, Contusion SCI + Tiny Cage, Replicate 1	44,632,283	39,473,950	88.44%	4,654,653	10.43%
SCI + Exercise Group, Contusion SCI + Tiny Cage, Replicate 2	44,373,773	39,529,977	89.08%	4,321,664	9.74%
SCI + Exercise Group, Contusion SCI + Tiny Cage, Replicate 3	36,792,367	32,526,721	88.41%	3,831,897	10.41%
SCI + Exercise Group, Contusion SCI + Tiny Cage, Replicate 4	40,831,557	36,185,025	88.62%	4,164,017	10.20%
SCI + Exercise Group, Contusion SCI + SWW + Tiny Cage, Replicate 1	45,075,405	40,158,028	89.09%	4,219,134	9.36%
SCI + Exercise Group, Contusion SCI + SWW + Tiny Cage, Replicate 2	41,664,670	36,976,616	88.75%	3,777,884	9.07%
SCI + Exercise Group, Contusion SCI + SWW + Tiny Cage, Replicate 3	39,537,199	35,356,379	89.43%	3,500,321	8.85%
SCI + Exercise Group, Contusion SCI + SWW + Tiny Cage, Replicate 4	43,921,348	39,440,686	89.80%	3,823,873	8.71%
SCI + Exercise Group, Contusion SCI + SWW + Tiny Cage, Replicate 5	45,886,655	40,428,408	88.10%	4,584,917	9.99%
SCI + Exercise Group, Complete Transection + Tiny Cage, Replicate 1	41,554,722	36,502,828	87.84%	4,382,702	10.55%
SCI + Exercise Group, Complete Transection + Tiny Cage, Replicate 2	40,509,133	34,679,508	85.61%	5,070,415	12.52%
SCI + Exercise Group, Complete Transection + Tiny Cage, Replicate 3	39,287,418	34,572,792	88.00%	3,962,347	10.09%
SCI + Exercise Group, Complete Transection + Tiny Cage, Replicate 4	40,271,252	33,875,382	84.12%	4,622,422	11.48%
SCI + Exercise Group, Contusion SCI + Swim + Tiny Cage, Replicate 1	36,686,399	31,595,516	86.12%	3,835,657	10.46%
SCI + Exercise Group, Contusion SCI + Swim + Tiny Cage, Replicate 2	41,969,824	37,158,530	88.54%	3,678,357	8.76%
SCI + Exercise Group, Contusion SCI + Swim + Tiny Cage, Replicate 3	39,865,248	30,349,730	76.13%	3,922,770	9.84%
SCI + Exercise Group, Contusion SCI + Swim + Tiny Cage, Replicate 4	46,805,595	41,263,700	88.16%	4,525,924	9.67%
SCI + Exercise Group, Contusion SCI + Swim + Tiny Cage, Replicate 5	39,661,789	33,517,408	84.51%	4,013,227	10.12%
SCI + In-Cage Acitivity Group, Contusion SCI + Large Cage, Replicate 1	29,044,542	25,743,435	88.63%	2,877,489	9.91%
SCI + In-Cage Acitivity Group, Contusion SCI + Large Cage, Replicate 2	30,149,297	26,311,763	87.27%	3,176,905	10.54%
SCI + In-Cage Acitivity Group, Contusion SCI + Large Cage, Replicate 3	29,172,739	25,664,008	87.97%	3,018,588	10.35%
SCI + In-Cage Acitivity Group, Contusion SCI + Large Cage, Replicate 4	31,531,038	27,647,614	87.68%	3,398,095	10.78%
SCI + In-Cage Acitivity Group, Contusion SCI + Large Cage, Replicate 5	30,336,893	26,937,035	88.79%	2,955,981	9.74%
SCI + In-Cage Activity Group, Contusion SCI + Tiny Cage, Replicate 1	31,803,908	28,148,074	88.51%	3,204,594	10.08%
SCI + In-Cage Activity Group, Contusion SCI + Tiny Cage, Replicate 2	32,829,085	28,841,325	87.85%	3,384,185	10.31%
SCI + In-Cage Activity Group, Contusion SCI + Tiny Cage, Replicate 3	30,176,837	26,630,179	88.25%	3,121,377	10.34%
SCI + In-Cage Activity Group, Contusion SCI + Tiny Cage, Replicate 4	33,007,402	29,196,209	88.45%	3,322,693	10.07%
SCI + In-Cage Activity Group, Contusion SCI + Tiny Cage, Replicate 5	26,517,090	23,395,916	88.23%	2,728,068	10.29%
SCI + In-Cage Activity Group, No SCI + Standard Cage, Replicate 1	27,726,412	24,509,335	88.40%	2,860,220	10.32%
SCI + In-Cage Activity Group, No SCI + Standard Cage, Replicate 2	32,117,272	28,086,368	87.45%	3,538,659	11.02%
SCI + In-Cage Activity Group, No SCI + Standard Cage, Replicate 3	31,552,450	27,869,954	88.33%	3,143,354	9.96%
SCI + In-Cage Activity Group, No SCI + Standard Cage, Replicate 4	27,922,944	24,366,835	87.26%	3,098,243	11.10%
SCI + In-Cage Activity Group, No SCI + Standard Cage, Replicate 5	29,351,626	26,074,290	88.83%	2,885,046	9.83%

### Quality assessment

Raw sequencing data was input to FastQC for quality assessment. All samples were deemed of high quality. In Fig. 5a, the Phred quality score per base is displayed for a representative sample from each experimental group. For all samples, the 25^th^ percentile of quality scores is at or above a Phred score of 30, reflecting 99.9 percent accuracy in base calling. The gradual drop in quality at the end of the sequence is a common phenomenon with Illumina’s approach to sequencing by synthesis^37^.

**Fig. 5:**
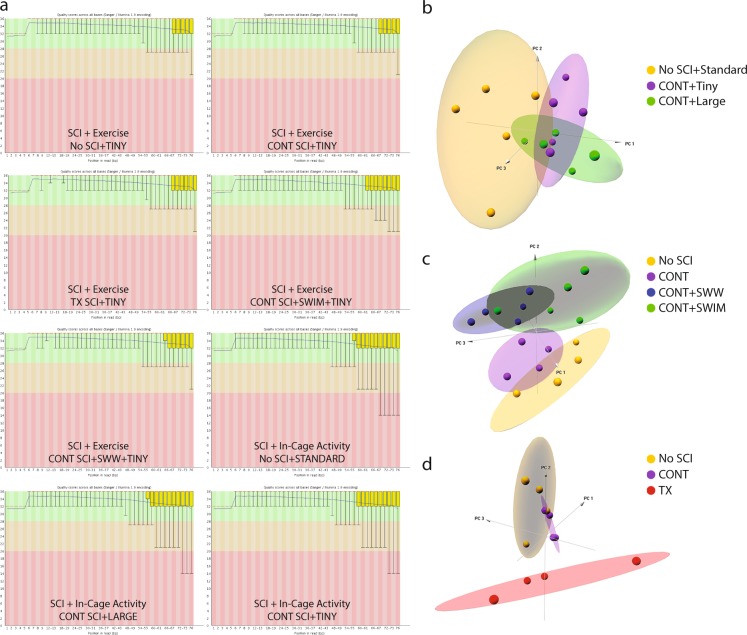
Quality control analysis. Phred quality scores per base for one representative sample from each experimental group. (**a**) On the Y-axis a Phred score of 30 indicates 99.9% accuracy in base calling. Phred scores above 28 (green) are considered very good quality. Scores between 20 and 28 (orange) are considered reasonable quality. Scores below 20 (red) are considered poor quality. The yellow box represents the inter-quartile range (25–75%). The lower and upper whiskers represent the 10^th^ and 90^th^ percentiles respectively. On the right, 3D PCA plots for SCI + In-Cage Activity samples (**b**) SCI + Exercise samples minus TX SCI (**c**) and PCA focused solely on a comparison of injury severity (**d**).

### Gene expression variation of biological replicates

PCA was performed to assess the within- and between-group variation of the samples. In Fig. 5b–d, three-dimensional PCA plots provide a view of sample points in 3D space. In Fig. 5b, the SCI + In-Cage Activity samples appear to have large variability within experimental groups (Variance: PC1 29%, PC2 13%, PC3 11%), reflecting some degree of individual differences across animals, one possible source being variability in the spontaneous activity of animals regardless of cage size. 

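Over the 15 samples of this set, the first 3 principal components of the rlog values of all genes held 39.1%, 9.73% and 8.59% of the variance, with jackknife standard errors of 7.69, 1.67 and 2.31 percentage points. Among the alternatives tried, the 200 genes with the highest variance, a number chosen after the data were seen, moved the first share most, to 22.9%. Distances between samples over all genes show the variability within groups directly. The mean Euclidean distance between 2 rats of one group, in rlog units, was 30.3 in No SCI + Standard, 28.1 in CONT SCI + Tiny and 32.1 in CONT SCI + Large (10 pairs each). Between groups it was 35.5 for No SCI + Standard against CONT SCI + Tiny, 36.2 for No SCI + Standard against CONT SCI + Large and 29.6 between the CONT SCI groups (25 pairs each). Among the 3 components, the nearest other sample belonged to the same group for 5 of the 15 samples, where random placement gives 4.29.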

Importantly, however, the No SCI samples appear in a distinct region of the plot from the CONT SCI samples. 

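The No SCI samples and the 10 CONT SCI samples were compared by the share of the squared distance over all genes that lies between them. That share was 24.0% (exact permutation test over 3003 relabellings, p = 0.000666, where the smallest possible p is 0.000333). With each sample left out in turn, it stayed between 19.2% and 28.7%, and p stayed between 0.0005 and 0.005 in the same permutation test. On the first 3 components, 3 of the 5 No SCI + Standard samples had another No SCI sample as the nearest. Gene by gene, CONT SCI + Tiny differed from No SCI + Standard in 1479 of 11859 genes with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 644 higher and 835 lower. CONT SCI + Large differed from No SCI + Standard in 4 of 11852 genes by the same test, 2 higher and 2 lower, while 3480 genes had an unadjusted p under 0.05. For CONT SCI + Tiny 4068 genes had one, so the cage sizes lay much closer by this measure than 1479 and 4 called genes. With all groups of the set in one fit, edgeR called 899 genes for the tiny and 935 for the large cages. The counts of 1479 and 4 depended on single rats. Without No SCI + Standard replicate 4, the count for the tiny cages was 15, and without No SCI + Standard replicate 1 it was 2998. Without CONT SCI + Large replicate 1, the count for the large cages was 2020, and without CONT SCI + Large replicate 2 it was 0. Among the genes of the tiny-cage comparison, ENSRNOG00000010588 had 40.4 ± 5.30 CPM (counts scaled by the TMM-normalized library size; SD, n = 5) in CONT SCI + Tiny and 18.2 ± 2.66 (SD, n = 5) in No SCI + Standard, a log2 fold change of 1.15 (standard error 0.13, adjusted p = 0.00546, edgeR). ENSRNOG00000018287 had a log2 fold change of 1.05 (standard error 0.16, adjusted p = 0.0155, edgeR). ENSRNOG00000019996 fell by 1.29 on the log2 scale (standard error 0.18, adjusted p = 0.014, edgeR) and ENSRNOG00000009152 fell by 0.87 (standard error 0.12, adjusted p = 0.014, edgeR). All 4 kept an adjusted p under 0.05 in each of the 10 fits without 1 rat. For the large cages the 4 genes were ENSRNOG00000009329 (log2 fold change 2.67) and ENSRNOG00000014761 (2.12), which were higher, and ENSRNOG00000007601 (-1.29) and ENSRNOG00000019358 (-1.35), which were lower, with adjusted p-values of 0.0344, 0.0151, 0.0146 and 0.0151 from edgeR. They kept an adjusted p under 0.05 in 4, 7, 9 and 6 of the 10 fits without 1 rat. The files do not pair these identifiers with gene names. From the position of the samples in Fig. 5b, the paper proposes that the No SCI samples occupy another region than the CONT SCI samples.

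**Figure D2:**
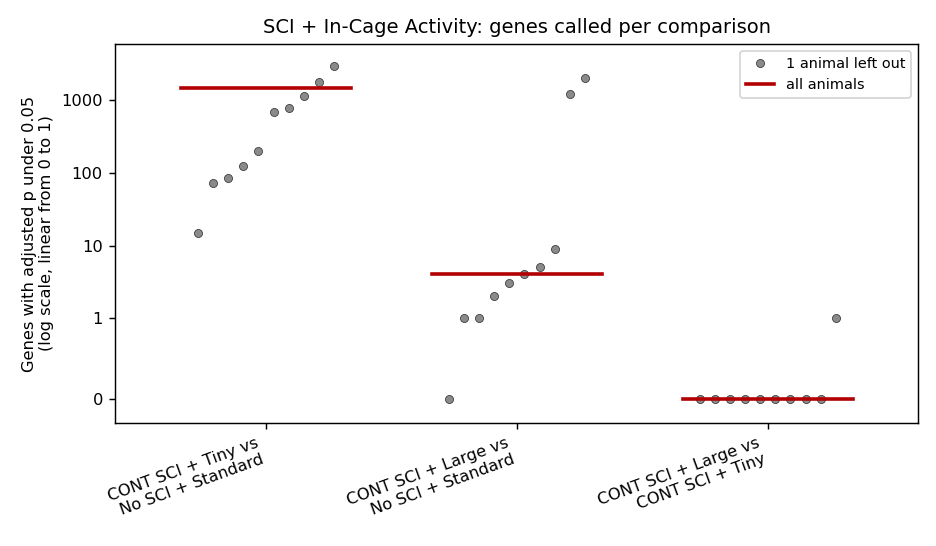
Number of genes with an adjusted p under 0.05 (log scale, linear from 0 to 1) in the 3 comparisons of the In-Cage set, with all rats (red bars) and with 1 rat left out (grey points). The points of CONT SCI + Tiny against No SCI + Standard spread from 15 to 2998.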

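Between CONT SCI + Tiny and CONT SCI + Large, the share of the squared distance over all genes that lies between the groups was 9.02% (exact permutation test over 252 relabellings, p = 0.722). None of 11920 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 346 had an unadjusted p under 0.05. Of the 5 samples of each group, 1 had a sample of its own group as the nearest on the first 3 components of Fig. 5b. Leaving out each rat in turn gave permutation p-values between 0.262 and 0.841 and at most 1 gene, which appeared without CONT SCI + Tiny replicate 2. By these tests, no difference between the cage sizes beyond the spread between rats was found at this number of animals. DESeq2's test called 3 genes.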

A subset of samples from the CONT + Tiny and the CONT + Large groups are clearly distinct from each other with a few samples overlapping. The number of samples in each group, five each, would allow for removal of overlapping samples with a sufficient number of samples remaining, at least three, for comparison.

In Fig. 5c, PCA was performed to examine the separation between CONT SCI alone and CONT SCI followed by exercise (Variance: PC1 32%, PC2 13%, PC3 10%). 

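For these 18 samples the first 3 components held 31.0%, 12.8% and 8.07% of the variance of the rlog values of all genes (jackknife standard errors 5.70, 2.63 and 1.46 percentage points). The mean distance between 2 rats of a group was lowest in CONT SCI, at 23.8 rlog units (6 pairs), and was 28.8 in CONT SCI + SWW (10 pairs), 31.4 in No SCI (6 pairs) and 33.2 in CONT SCI + SWIM (10 pairs). From CONT SCI to the exercised rats the mean distance was 30.0 for SWW and 31.0 for SWIM (20 pairs each), so it exceeded the distance within CONT SCI but not that within CONT SCI + SWIM.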

The CONT + SWIM and CONT + SWW groups appear to overlap somewhat but are located in a distinct region of the graph from the CONT SCI and No SCI groups. 

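Taken as 1 group of 10, the exercised rats lay apart from No SCI with 16.6% of the squared distance between the groups (exact permutation test over 1001 relabellings, p = 0.026) and from CONT SCI with 12.6% (exact permutation test over 1001 relabellings, p = 0.0519). The value against CONT SCI fell on the other side of 0.05 with vst in place of rlog (12.3%, permutation p = 0.044), with genes scaled to unit variance (12.1%, permutation p = 0.025) and with rlog computed over all 37 samples (12.6%, permutation p = 0.039). In the fits without 1 rat it ran from 10.3% without CONT SCI replicate 4 (exact permutation p = 0.175) to 15.3% without SWIM replicate 3 (exact permutation p = 0.0168), and it was 11.2% without CONT SCI replicate 1 (exact permutation p = 0.129). Against No SCI, leaving out No SCI replicate 1, 3 or 4 gave 14.5%, 14.1% and 13.4% (exact permutation p = 0.0699, 0.0804 and 0.0699). SWIM and SWW shared 13.5% between them (exact permutation test over 252 relabellings, p = 0.198). On the 3 components, 2 of the 5 SWW samples and 1 of the 5 SWIM samples had their own group as the nearest neighbour, and over all 4 groups this held for 7 of 18 samples, where random placement gives 3.76. In the tests gene by gene (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), SWW differed from CONT SCI in 96 of 12642 genes, 60 higher and 36 lower, and from No SCI in 50 of 12677, 28 higher and 22 lower. SWIM differed from CONT SCI in 1 of 12502 genes and from No SCI in 1 of 12564. Genes with an unadjusted p under 0.05 numbered 2627 for SWW against CONT SCI, 2658 for SWW against No SCI, 1638 for SWIM against CONT SCI and 1320 for SWIM against No SCI. Between SWIM and SWW none of 12525 genes was called, and 680 had an unadjusted p under 0.05. Without CONT SCI replicate 4 no gene separated SWW from CONT SCI, and without SWW replicate 5 the count was 533. Without No SCI replicate 2, SWW differed from No SCI in 1684 genes, and without No SCI replicate 1 in 2. For SWIM against No SCI the count was 9 without SWIM replicate 4 and 0 without No SCI replicate 3. The single gene of SWIM against CONT SCI, ENSRNOG00000048576, had 4.54 ± 1.41 normalized CPM (SD, n = 5) after swimming and 17.5 ± 3.34 (SD, n = 4) in CONT SCI, a log2 fold change of -1.95 (standard error 0.23, adjusted p = 0.0291, edgeR), and kept an adjusted p under 0.05 in 2 of the 9 fits without 1 rat. It was also among the genes of SWW against CONT SCI, with a log2 fold change of -1.63 (standard error 0.19, adjusted p = 0.0162, edgeR). Both comparisons use the same CONT SCI libraries. ENSRNOG00000016016 was likewise lower after SWW (log2 fold change -0.61, standard error 0.09, adjusted p = 0.0268), and ENSRNOG00000000043 (0.95, standard error 0.12, adjusted p = 0.0162) and ENSRNOG00000008278 (0.75, standard error 0.10, adjusted p = 0.0249) were higher, by the same test. Of the 9 fits of SWW against CONT SCI without 1 rat, an adjusted p under 0.05 was kept in 8 for ENSRNOG00000048576, 3 for ENSRNOG00000016016, 8 for ENSRNOG00000000043 and 5 for ENSRNOG00000008278. Against No SCI, ENSRNOG00000057347 was the gene called for SWIM, with 303.2 ± 96.2 normalized CPM (SD, n = 5) against 64.8 ± 2.92 (SD, n = 4) and a log2 fold change of 2.23 (standard error 0.22, adjusted p = 0.0042, edgeR), and it kept an adjusted p under 0.05 in 8 of the 9 fits without 1 rat. The paper reads the exercised groups in Fig. 5c as lying apart from the other groups while overlapping somewhat with each other.

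**Figure D3:**
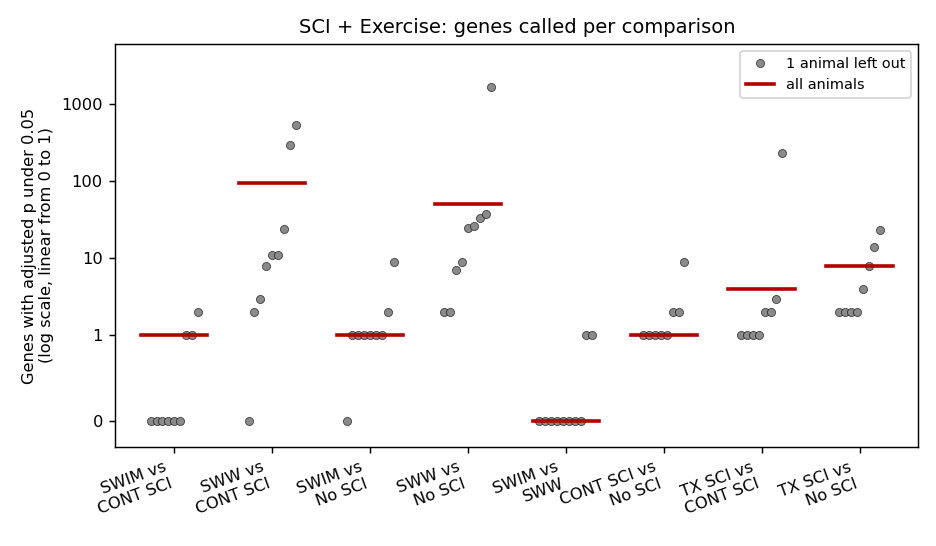
Number of genes with an adjusted p under 0.05 (log scale, linear from 0 to 1) in 8 comparisons of the Exercise set, with all rats (red bars) and with 1 rat left out (grey points). SWW against No SCI holds the highest point, 1684 genes, from the fit without No SCI replicate 2.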

Once again, sufficient samples are available in the SCI + Exercise groups to allow the removal of any overlapping samples between the SWW and SWIM groups. The CONT SCI samples cluster well and appear separate from the No SCI samples.

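The 4 CONT SCI samples lay on average 14.6 ± 1.20 rlog units (SD, n = 4) from their group's centre, and the 4 No SCI samples 19.1 ± 5.24 (SD, n = 4). Of the CONT SCI samples 3 had another CONT SCI sample as the nearest on the first 3 components, and 1 No SCI sample had another No SCI sample. The share of the squared distance between CONT SCI and No SCI was 15.2% (exact permutation test over 70 relabellings, p = 0.343, where the smallest possible p is 0.0286). Without No SCI replicate 2 it was 29.3% (exact permutation p = 0.0286, the smallest that 4 rats against 3 allow). In the test gene by gene 1 of 12482 genes was called (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 561 had an unadjusted p under 0.05. Without No SCI replicate 2 the count was 9. The gene called, ENSRNOG00000021345, had 132.8 ± 7.72 normalized CPM (SD, n = 4) in CONT SCI and 16.7 ± 0.842 (SD, n = 4) in No SCI, a log2 fold change of 2.99 (standard error 0.11, adjusted p = 3.57e-07, edgeR). It was called in each of the 8 fits without 1 rat, while with all groups of the set in one fit its adjusted p was 0.726 (edgeR). Its lowest count in these 8 rats was 515. In the other rats of the Exercise set, normalized over all 37 samples, it ranged from 13.5 to 126.6 CPM among the 5 SWIM rats and from 20.2 to 286.5 among the 5 SWW rats, while the 4 TX SCI rats lay between 118.2 and 284.6.

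**Figure D4:**
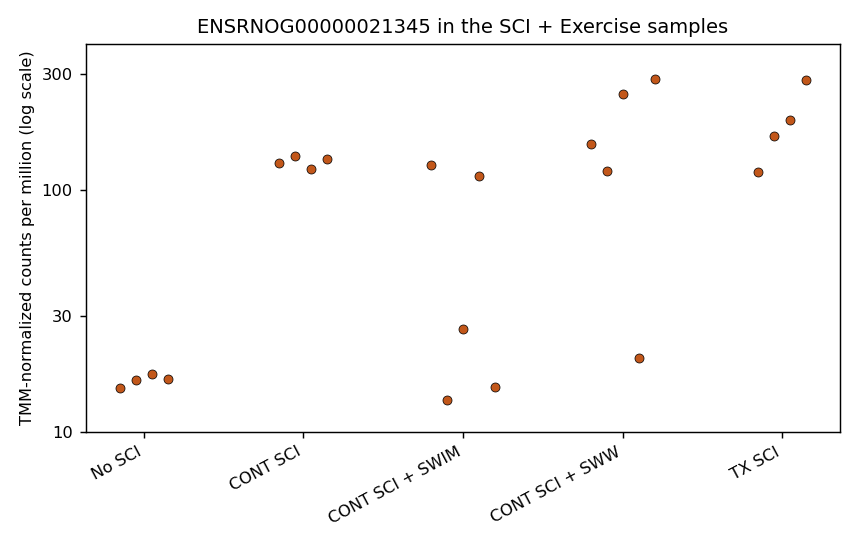
TMM-normalized CPM (log scale) of ENSRNOG00000021345 in the 22 rats of the Exercise set, by group (1 point per rat). The No SCI rats lie between 15.2 and 17.3, the CONT SCI rats between 121.4 and 137.9, and the SWIM and SWW rats span both levels.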

In Fig. 5d, PCA was performed to look at the separation between CONT SCI and TX SCI samples (Variance: PC1 28%, PC2 26%, PC3 9%). 

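With No SCI, CONT SCI and TX SCI together (12 samples), the first 3 components held 33.9%, 20.3% and 11.0% of the variance (jackknife standard errors 6.24, 3.97 and 3.29 percentage points). Scaling the genes to unit variance moved the first share most, to 25.0%.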

TX SCI samples vary widely within the group, but lie in a distinct location in the graph from the CONT SCI and the No SCI samples. In this case, there appears to be some overlap between the CONT SCI and the No SCI samples. However, by removing one sample from each group in the overlapping region, three samples remain distinctly separate in each group for comparison purposes.

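The TX SCI samples lay on average 23.2 ± 5.47 rlog units (SD, n = 4) from their group's centre, against 14.9 ± 1.20 (SD, n = 4) for CONT SCI and 19.5 ± 5.26 (SD, n = 4) for No SCI. The ratio was 1.56 against CONT SCI (exact permutation test, two-sided, p = 0.0286, the smallest that 4 rats against 4 allow) and 1.19 against No SCI (exact permutation test, p = 0.429). Over the 500 genes with the highest variance, the ratio to CONT SCI was 1.40 (exact permutation test, p = 0.0857). TX SCI replicate 4 lay farthest out, at 31.4, while the other 3 lay between 20.1 and 21.1. The spread was not recomputed without replicate 4, which also shifts the centre from which the other 3 distances were taken. TX SCI shared 22.5% of the squared distance with CONT SCI (exact permutation test over 70 relabellings, p = 0.114) and 21.2% with No SCI (exact permutation test over 70 relabellings, p = 0.114). Against CONT SCI, the p of the same permutation test was 0.0286 with vst (22.1%), with the 500 genes of highest variance (23.7%) and without TX SCI replicate 3 (27.4%) or 4 (33.4%). Of the TX SCI samples 3 had another TX SCI sample as the nearest on the 3 components. TX SCI differed from No SCI in 8 of 12530 genes (3 higher, 5 lower) and from CONT SCI in 4 of 12468 (2 higher, 2 lower) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and genes with an unadjusted p under 0.05 numbered 1510 and 1673. Without TX SCI replicate 4, 234 genes separated TX SCI from CONT SCI, and without replicate 1 only 1. For TX SCI against No SCI the count was 23 without No SCI replicate 2 and 2 without TX SCI replicate 1. ENSRNOG00000033923 had 0.544 ± 0.275 normalized CPM (SD, n = 4) in TX SCI and 10.9 ± 2.14 (SD, n = 4) in CONT SCI, a log2 fold change of -4.31 (standard error 0.32, adjusted p = 0.00102, edgeR). Against No SCI its log2 fold change was -4.51 (standard error 0.34, adjusted p = 0.000478, edgeR). Among the 5 SWW rats of the same set this gene spanned 0.725 to 19.5 CPM. The other genes that separated TX SCI from CONT SCI were ENSRNOG00000014254 (log2 fold change 1.76), ENSRNOG00000037380 (2.21) and ENSRNOG00000013867 (-1.68), with adjusted p-values of 0.0366, 0.0355 and 0.0136 from edgeR, and they kept an adjusted p under 0.05 in 1, 1 and 4 of the 8 fits without 1 rat.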

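Within the rlog values of this panel, CONT SCI and No SCI shared 15.1% of their squared distance (exact permutation test over 70 relabellings, p = 0.343). The mean distance between a CONT SCI and a No SCI rat was 28.8 rlog units (16 pairs), below the 32.0 between 2 No SCI rats (6 pairs) and above the 24.3 between 2 CONT SCI rats (6 pairs). On the 3 components 2 of the 4 CONT SCI samples and 1 of the 4 No SCI samples had their own group as the nearest neighbour. With each of the 8 samples left out in turn, the share ranged from 14.5% to 29.1%, and the permutation p reached 0.0286 only without No SCI replicate 2.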

Gene expression was examined to confirm that high level activity was found for genes relevant to liver function. In Fig. 3, the mean expression across CONT SCI samples is displayed for highly expressed genes associated with four well-documented liver pathologies. Mean expression for No SCI is included as a comparison. The genes associated with each category were obtained from topGO^38^. Figure 4 displays the UCSC Genome Browser expression tracks for the CONT SCI samples positioned at two genes known to be involved in lipid metabolism, *Apoa1* (Fig. 4a) and *Cyp1a2* (Fig. 4b). Expression appears consistent at all locations across the four CONT SCI animals.

### Potential batch effects

The length of time between injury and tissue collection varied from 8.5 to 13.5 weeks in an attempt to balance the requirements of our research design with the well-being of the animals. The exercised animals required an initial period of time for introduction into the exercise facility followed by a full 10 weeks of exercise prior to measurement, resulting in tissue collection at 13.5 weeks post-injury. In contrast, the animals with a complete transection of the spinal cord required extensive care to ensure their well-being. Studies have shown that physiological measures plummet and stabilize by four weeks post-injury in the case of transection injury^39^. 

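The condition that occurs in both sample sets is contusion with housing in tiny cages and collection at 11.5 weeks. The 5 In-Cage CONT SCI + Tiny rats and the 4 Exercise CONT SCI rats differed in 5505 of 12199 genes, 2713 higher and 2792 lower in the In-Cage rats (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the fits without 1 rat the count stayed between 4487 and 5557. No library is shared between the sets, so each comparison within a set was made among libraries of that set alone.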

All batch effects were controlled since tissue was collected by the same individual using the same method and occurred well past the sub-acute to chronic stage transition which generally occurs 4 weeks post-injury^40^.

## ISA-Tab metadata file

Download metadata file

## Data Availability

All analyses were performed using open sources software tools. Raw sequencing files were downloaded from Illumina BaseSpace using the Illumina Python Run Downloader^41^. Individual samples were initially divided across four lanes for sequencing, and these files were concatenated into one single end Fastq file using the UNIX cat command. cat <*FN1*>.fastq <*FN2*>.fastq <*FN3*>.fastq <*FN4*>.fastq> <*COND_REP*>.fastq The concatenated sequences were input to FastQC v.0.10.1^26^ for quality control analysis using default parameters. fastqc <*COND_REP*>.fastq –o <FASTQC_DIRECTORY> Fastq files were input to Star 2.6^27^ for alignment specifying BAM file format sorted by coordinate and requesting unmapped read files. STAR–runMode alignReads–outSAMtype BAM SortedByCoordinate –outSAMstrandField intronMotif–outReadsUnmapped Fastx–readFilesIn <*COND_REP*>.fastq.gz –outFileNamePrefix <*COND_REP*>–runThreadN 16–genomeDir Rnor_6.0 –readFilesCommand zcat Read counts for each sample were extracted using HTSeq 0.10.0^28^. The *reverse* option was used to indicate strand orientation. Illumina’s TruSeq Stranded mRNA protocol was used to sequence the data and produces libraries where the first read is on the opposite strand to the RNA molecule. htseq-count -f bam–stranded=reverse–mode=intersection-nonempty -r name <*COND_REP*>/Aligned.sortedByCoord.out.bam\Rattus_norvegicus.Rnor_6.0.93_PARSED.gtf> <*COND_REP*>/gene_counts_Reversed.htseq The raw counts were normalized using DESeq2’s^31,32^ default procedure, relative log expression (RLE), using the *estimateSizeFactors* function. Detailed instructions can be found on the Bioconductor website for DESeq2^42^.

How the deposited data were processed for this re-analysis (not part of the article)

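Liver RNA of 37 female rats was sequenced in 2 sample sets, SCI + In-Cage Activity (15 samples in 3 groups of 5) and SCI + Exercise (22 samples in 5 groups of 4 or 5). Condition and replicate number of each sample were taken from the sample labels, which name the same samples as the study's own assay table. Where the labels and the paper give different times for the exercised rats, the paper's times were used.

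The authors aligned the reads to the Rn6 rat genome with STAR, counted those on Ensembl genes with HTSeq and left out mitochondrial genes. They deposited 1 table of raw counts, whole numbers per gene and sample, without normalization. All 37 sample columns were used, and no row had to be left out. Between 20066978 and 36761953 reads per sample were counted on genes, with a median of 29307408. Every pair of libraries differed by more than the sampling noise (reduced chi-square over genes with at least 10 counts in the pair, lowest value 31.0 among the 68 pairs of one condition), so each was kept as a separate sample, and the number of animals rather than the depth sets the precision of genes with many counts.

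From these counts, group differences were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest with robust estimation, TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15). An adjusted p under 0.05 by the Benjamini-Hochberg method counted as a call. The standard error of a log2 fold change was taken as its size divided by the square root of the F value. There were 13 comparisons of 2 groups, each fitted on its own samples. One further test asked whether CONT SCI differs from No SCI by another amount in 1 set than in the other. DESeq2 1.42.0 gave the alternative test and the rlog and vst values. Principal components were computed on centred rlog values of all genes. The standard error of a variance share is a jackknife over the samples. This error took the place of the SD of the leave-one-out shares, as the measure of whether a share moved, after first values had been seen. At the same time the count of nearest neighbours was pooled over the groups of a panel. Separation of groups was measured as the share of squared Euclidean distance between groups, with exact permutation of the sample labels. Nearest neighbours were taken on the first 3 components. Differences of group means of log2(CPM + 1) were correlated across genes between sets that share no library, with exact permutation of the labels within each pair of groups.

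The tests gene by gene, the separation test and the correlation between sets were tried on simulated data. With 200 of 11859 genes changed by log2 steps of 1 or 2 in 5 rats against 5, edgeR recovered 80.5% of them with 8 unchanged genes called, and with 4 against 4 (12482 genes) it recovered 81% with 7. Without any change it called 1 and 0 genes. DESeq2 recovered 85.5% and 84.5%, with 23 and 24 unchanged genes called, and without any change it called 2 and 5 genes. Of 200 simulated sets without a difference, 2% had a permutation p under 0.05 for the separation of 4 samples from 4, and of 200 with a difference 100% had one. Of 60 simulated sets without a shared difference, 1.67% had a permutation p under 0.05 for the correlation between sets.

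The alternatives were DESeq2's test, RLE normalization, no filter on low counts, all groups of a set in one fit, the replicate number as a block and each sample left out. For the components and separations they were vst, the 500 genes with the highest variance, genes scaled to unit variance, rlog over all 37 samples and each sample left out. Added after the data were seen were other numbers of genes for the components and rlog over all 37 samples with 500 genes. So were the further settings with 500 genes tried for Fig. 5d, 4 rats per group in the In-Cage set, and the removal of the 10 top genes between the sets. The other alternatives, the designs and the rule for the genes named in the text were fixed before the data were examined. The rule takes, for each comparison, up to 2 genes per direction with the smallest p among those with an adjusted p under 0.05, a mean of at least 100 counts and no overlap between the groups. ENSRNOG00000014761 and ENSRNOG00000037380 fall outside it and were named after their values were seen, because their comparisons called 5 genes or fewer. The test by thinned counts between the sets was fixed together with the designs, and was entered as an alternative for the gene count later.

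The files do not pair the Ensembl identifiers with gene names, and the RefSeq table at hand (47357 genes) matched 0 of the identifiers. The genes of Fig. 3 and Fig. 4, lists of liver genes, a clock index and Y-linked genes were therefore not analysed here. Reads, base qualities and browser tracks were not used here.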

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

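The group comparisons and the test of the contusion effect between the sets were fixed before the data were examined. So were DESeq2's test, the fits that left out each sample in turn, the count of regroupings and the thinning of counts between the sets. The other tests in this part were chosen after the result they bear on was seen. Single samples far from the rest of their group were sought in 48 combinations of 8 groups and 6 measures, and 9 were found where chance gives 2.4.

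CONT SCI + SWIM replicate 3 had 13648 genes with at least 1 count, while the other 4 SWIM rats had 14951 to 15361, and 85.97% mapped reads. TX SCI replicate 4 had 14682 genes against 15463 to 15624 in the other 3 rats, 95.6% mapped reads against 98.1% to 98.4%, and lay 31.4 rlog units from the centre of its group. CONT SCI + SWW replicate 5 had 14859 genes against 15371 to 15510. A lower number of counted reads does not account for these genes. After random thinning of every sample to 20066978 counts, SWIM replicate 3 had 13569 genes (others 14636 and above), SWW replicate 5 had 14486 (others 14969 and above) and TX SCI replicate 4 had 14382 (others 15103 and above). Across the 22 Exercise samples the number of genes after thinning rose with the percent of mapped reads (Pearson r = 0.893, permutation p = 0.00015, adjusted over the 2 sets 0.0003, Spearman rho = 0.585, permutation p = 0.00504). Taken as deviations from the group means r was 0.866. Without the 2 samples farthest from the median percent, SWIM replicates 3 and 5, r was 0.653 (permutation p = 0.00568). That value still includes TX SCI replicate 4, so these correlations are not independent of the samples flagged for both measures. In the 15 In-Cage samples r was 0.269 (permutation p = 0.343). Taken there as deviations from the group means r was 0.479. Without CONT SCI + Large replicate 2 and CONT SCI + Tiny replicate 2 it was -0.0563 (not taken as deviations). A lower quality of the RNA or library, with fewer reads that map and fewer rare transcripts, may explain both measures in SWIM replicate 3 and TX SCI replicate 4. It is not borne out by SWW replicate 5, whose 98.1% mapped reads lay inside the 97.8% to 98.5% of the other SWW rats, and the cause of its lower number of genes stays open. Sequence from another source would lower the mapped share, but by itself would not lower the number of genes at equal counted depth. The unmapped reads were not analysed here, and no biological explanation was tested.

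The other samples that stood apart did so by small amounts. No SCI replicate 3 of the Exercise set had 25.6% of its counts in its 10 top genes against 24.1% to 24.2% in the other 3. CONT SCI replicate 1 of the Exercise set had 98.87% mapped reads against 98.82% in the rest of its group, and CONT SCI + Tiny replicate 2 had 98.2% against 98.5% and above. No explanation was tested for them.

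The condition shared by both sets (CONT SCI in tiny cages, 11.5 weeks) differed between them in 5505 genes, more than any comparison within a set called (at most 1479). No other of 100 drawn splits of the 9 samples gave as many, so the real one was the 1 of 100. The difference in depth does not account for it. With every sample thinned to the smallest total, 92.6% of the 5505 genes were still called. Without the 10 genes with the most counts, 99.98% of the other genes were still called. Both fits used TMM normalization, which limits the weight of single genes, so this does not decide whether a few abundant genes contribute. The uninjured groups, which share no library with the CONT SCI groups, differed between the sets in 6252 genes (1 of 100 drawn splits gave as many), and 3761 genes were called in both comparisons, 3744 of them in the same direction. Across 12571 genes the correlation of the 2 set differences was r = 0.773 (exact permutation test, p = 0.0103), so much of the difference is shared by injured and uninjured rats. What the sets do not share stays open: the cohort of rats, the time of collection and of day, the handling of the rats, and the library and sequencing run. These cannot be told apart, because each set was sampled as a whole. For the uninjured groups, cage size also differs between the sets.

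The effect of contusion differed between the sets in 25 of 12571 genes, 11 with a higher and 14 with a lower change in the Exercise set (test of the difference in one fit over 4 groups, adjusted p under 0.05, edgeR). None of the other 99 drawn relabellings within the sets gave as many, so the real one was the 1 of 100. The count rests on single rats. It was 2010 without Exercise No SCI replicate 2, 1031 without In-Cage No SCI + Standard replicate 1 and between 1 and 43 without any other rat, and DESeq2 called 773. Within the In-Cage set, CONT SCI + Tiny against No SCI + Standard called 1479 genes, a number that 2 of 100 drawn splits reached, the real one included. Within the Exercise set, CONT SCI against No SCI called 1, a number that 4 of all 35 splits reached. Which rats are compared may explain much of this gap in called genes. In the 25 In-Cage fits that left out 1 rat of each group, so that 4 faced 4 as in the Exercise set, the count ran from 0 to 3136 with a median of 20, and 6 of the 25 fits called as few genes as the Exercise set. These fits do not separate the number of rats from the choice of rats. Unadjusted counts argue against the choice of In-Cage rats as the whole explanation. In the 25 fits, 2209 to 4832 genes had an unadjusted p under 0.05 (edgeR). In the Exercise set 561 genes had one, and at most 1982 when 1 rat was left out. Cage size differs between injured and uninjured rats in the In-Cage set and is the same in the Exercise set. This difference of design stays open and was not tested.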

How the results depend on the processing

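Of the 70 recomputed counts of called genes that kept all samples or replaced 1 choice, 40 stayed within 1.5 times the count first reported. RLE normalization moved none by more. The direction of every named gene was the same under each alternative, and 12 of 175 recomputed values lost an adjusted p under 0.05.

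DESeq2's Wald test called more genes in most comparisons. Within the In-Cage set the counts were 2523 (CONT SCI + Tiny against No SCI + Standard, 1479 with edgeR), 1375 (CONT SCI + Large against No SCI + Standard, 4 with edgeR) and 3 (CONT SCI + Large against Tiny, 0 with edgeR). Within the Exercise set they were 63 for CONT SCI against No SCI, 291 for TX SCI against No SCI, 363 for TX SCI against CONT SCI, 254 for SWIM and 910 for SWW against CONT SCI, 14 for SWIM against SWW, and 200 for SWIM and 936 for SWW against No SCI. For the difference of the contusion effect between the sets it was 773. On simulated counts without any change, drawn once per design, DESeq2 called 2 and 5 genes and edgeR 1 and 0. Numbers this small cannot decide whether the further calls of DESeq2 are false.

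With all groups of a set in one fit, which shares one estimate of the spread, the counts were 899 and 935 for CONT SCI + Tiny and + Large against No SCI + Standard, 0 for CONT SCI against No SCI, 268 and 135 for TX SCI against No SCI and CONT SCI, 10 and 20 for SWIM and SWW against CONT SCI, and 49 and 272 for SWIM and SWW against No SCI. Without the filter on low counts, CONT SCI + Large against No SCI + Standard had 116 genes and CONT SCI against No SCI had 3. The cause of these changes was not tested.

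Equal replicate numbers do not pair the samples. In none of the 13 comparisons did every same-numbered pair deviate together (10 of 56 pairs had r above 0.1, range -0.360 to 0.551). With the replicate block, the counts were 1 for CONT SCI + Large against No SCI + Standard, 13 for CONT SCI against No SCI, 4 and 1 for TX SCI against No SCI and CONT SCI, 7 for SWIM against CONT SCI, and 9 and 12 for SWIM and SWW against No SCI. Against the counts first reported, the block fit moved no other count by over 1.5 times. Between groups of 5 and 4 rats, it also left out replicate 5 of the larger group. Without that replicate, adding the block moved SWW from 533 to 87 genes against CONT SCI and from 33 to 12 against No SCI. For SWIM it moved the count from 0 to 7 against CONT SCI and from 1 to 9 against No SCI.

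Leaving out 1 rat at a time moved most counts. The range was 15 (without No SCI + Standard replicate 4) to 2998 (without replicate 1) for CONT SCI + Tiny against No SCI + Standard over 10 fits. The 25 fits that left out 1 rat of each group, added after the data were seen, gave 0 in 5 fits and 1, 2, 3, 6, 6, 6, 11, 20, 22, 31, 38, 364, 619, 720, 1478, 1801, 2156, 2202, 2682 and 3136 genes in the others. The range was 0 to 2020 for CONT SCI + Large against No SCI + Standard (2020 without Large replicate 1), 0 to 1 for Large against Tiny, 1 to 9 for CONT SCI against No SCI, 2 to 23 for TX SCI against No SCI (23 without No SCI replicate 2), 1 to 234 for TX SCI against CONT SCI (234 without TX SCI replicate 4), 0 to 2 for SWIM and 0 to 533 for SWW against CONT SCI (533 without SWW replicate 5, 0 without CONT SCI replicate 4), 0 to 1 for SWIM against SWW, 0 to 9 for SWIM (9 without SWIM replicate 4) and 2 to 1684 for SWW against No SCI (1684 without No SCI replicate 2), and 1 to 2010 for the difference of the contusion effect (2010 without Exercise No SCI replicate 2). The comparisons between the sets held, with 4487 to 5557 and 5238 to 6705 genes.

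Other splits of the same samples, the real one included, reached the count of CONT SCI + Large against No SCI + Standard in 2 of 100 drawn, of TX SCI against CONT SCI in 1 of all 35, of SWW against CONT SCI in 2 of 100 and of SWW against No SCI in 4 of 100. They reached it in 2 of 35 for TX SCI against No SCI, 6 of 100 for SWIM against CONT SCI and 11 of 100 for SWIM against No SCI. For Large against Tiny and SWIM against SWW, with 0 genes called (346 and 680 with an unadjusted p under 0.05), 100 of 100 did. Splits other than the real one can call many genes. In the rats of CONT SCI + Large and No SCI + Standard, 1 split called 3267, and it is the real grouping with 1 rat exchanged between the groups, while the rest called at most 2. In those of SWIM and SWW, a split that mixes the groups called 1248.

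Separation in Fig. 5b between No SCI and CONT SCI held its side of 0.05 under every alternative. In Fig. 5c, exercised against CONT SCI went from a permutation p of 0.0519 to under 0.05 with vst (12.3%), scaled genes (12.1%) and rlog over all 37 samples (12.6%), and ran from 10.3% (without CONT SCI replicate 4) to 15.3% (without SWIM replicate 3). Exercised against No SCI ran from 13.4% (without No SCI replicate 4) to 22.5% (without replicate 2), and CONT SCI against No SCI from 14.6% to 29.3% (without No SCI replicate 2). In Fig. 5d, TX SCI against CONT SCI passed 0.05 with vst (22.1%) and the 500 genes with the highest variance (23.7%), and ran from 21.4% to 33.4% without 1 rat. CONT SCI against No SCI ran from 14.5% to 29.1% there. The spread of TX SCI over that of CONT SCI, 1.40 over the 500 genes, lost its side of 0.05. The cause of these changes was not tested, and 4 rats against 4 allow no permutation p below 0.0286.

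Over the 500 genes with the highest variance, the 3 components of Fig. 5b held 29.4%, 13.1% and 11.2% and the third of Fig. 5c 9.90%. With genes scaled, the first component held 28.7% (Fig. 5b), 21.5% (Fig. 5c) and 25.0% (Fig. 5d). An alternative added after the data were seen, rlog over all 37 samples with the 500 genes, gave 24.4%, 12.8% and 11.8% for Fig. 5b. Under it the third component of Fig. 5c held 10.4%, and in Fig. 5d the second held 25.9%. Other numbers of genes with the highest variance were also added after the data were seen. In Fig. 5b the 3 components held 23.9%, 19.2% and 13.4% over 50 genes, 23.1%, 17.4% and 12.6% over 100 and 22.9%, 15.9% and 11.6% over 200. In Fig. 5c the second held 19.8% and 16.6% over 50 and 100 genes, and the third 13.2%, 11.4% and 10.5% over 50, 100 and 200. In Fig. 5d the first held 27.5% over 100 and 26.6% over 200. Of the 99 recomputed shares 28 moved by more than the jackknife standard error, a measure chosen after first values had been seen, and those over 1000, 2000 and 5000 genes moved by less. Nearest neighbours of the same group in Fig. 5b numbered 8 of 15 with genes scaled, and 4 to 8 without 1 rat. In Fig. 5c they numbered 4 to 9 without 1 rat.

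The 5 correlations of a change within the In-Cage set with a change within the Exercise set kept a permutation p above 0.05 throughout. That of contusion in both sets ran from -0.381 to 0.00137 in the fits without 1 rat, and was above 0 only without Exercise No SCI replicate 4. Those near 0 changed sign without single rats. They ran from -0.0584 to 0.128 for contusion with swimming, from -0.0764 to 0.158 for cage size with contusion and from -0.126 to 0.189 for contusion with transection.

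The alternatives for the genes of Fig. 3 and Fig. 4 and for the gene set scores were not run, since the identifiers are not paired with names. A stricter filter or a lower depth limits which genes can be tested. Between the sets, 92.6% of the genes called were still called at the smallest total.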

Differences from the paper's values

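Of the paper's values that were compared, none differed in the main setting from the recomputed one by more than 1.5 times. Over the 50 genes with the highest variance, the second component of Fig. 5c differed by more (19.8%, where the paper gives 13%). The number of gene locations, the number of samples and the lowest, highest and mean share of mapped reads were the paper's. The shares of variance in Fig. 5b over all genes were 39.1%, 9.73% and 8.59%, where the paper gives 29%, 13% and 11%. With the 500 genes with the highest variance, an alternative set before the data were examined, they were 29.4%, 13.1% and 11.2%. For Fig. 5c they were 31.0%, 12.8% and 8.07% over all genes and 31.8%, 13.0% and 9.90% over the 500 genes, where the paper gives 32%, 13% and 10%. For Fig. 5d they were 33.9%, 20.3% and 11.0% over all genes and 30.7%, 22.2% and 10.9% over the 500 genes, where the paper gives 28%, 26% and 9%. None of the alternatives set before the data were examined reached all 3 of the paper's values for Fig. 5d. Further settings, all chosen after seeing the values, were tried for Fig. 5d: 50, 100, 200, 1000, 2000 and 5000 genes, rlog over all 37 samples with 500 genes, and the 500 genes with vst, with each sample left out, over all 22 Exercise samples and over 6 other combinations of groups. None reached all 3 values. Single values were reached by 100 genes for the first component (27.5%), by rlog over all 37 samples with 500 genes for the second (25.9%) and by all 22 Exercise samples for the third (8.79%). Over all genes, leaving out TX SCI replicate 2 or 4, which was set before the data were examined, gave 9.00% and 9.13% for the third. For Fig. 5b, scaling the genes gave 28.7% for the first component. For Fig. 5c, 1000 genes (chosen after seeing the values) gave 9.52% for the third.

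The paper describes the CONT SCI samples in Fig. 5c as apart from the No SCI samples, and the SWIM and SWW groups as apart from both. It describes the TX SCI samples in Fig. 5d as apart from CONT SCI and No SCI. Over all genes, the exact permutation p was 0.026 for the exercised rats against No SCI. It rose to 0.0699, 0.0804 and 0.0699 without No SCI replicate 1, 3 or 4. The p was 0.343 for CONT SCI against No SCI and 0.0519 for the exercised rats against CONT SCI. For TX SCI it was 0.114 against CONT SCI and against No SCI. Several alternatives brought a p that was above 0.05 to under it. For the exercised rats against CONT SCI these were vst (0.044), genes scaled to unit variance (0.025) and rlog over all 37 samples (0.039), and for TX SCI against CONT SCI they were vst and the 500 genes (0.0286 each). So did leaving out single rats: SWIM replicate 2 (0.0406), 3 (0.0168) or 5 (0.0434) for the exercised rats against CONT SCI (while CONT SCI replicate 1 or 4 raised it to 0.129 and 0.175), TX SCI replicate 3 or 4 for TX SCI against CONT SCI (0.0286 each), and No SCI replicate 2 for CONT SCI against No SCI (0.0286). No setting did so for TX SCI against No SCI. The paper describes the position of points in 3 dimensions, while these tests use the distances over all genes.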

Other observations

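Apart from the edgeR calls and the refits of those calls, the tests in the first 3 paragraphs were chosen after the values were seen. ENSRNOG00000021345 is the gene that separates CONT SCI from No SCI in the Exercise set, 8.00-fold in CPM normalized over all 37 samples. It took separate levels among rats treated alike. Of the 5 SWIM rats, 3 lay between 13.5 and 26.6 and 2 between 113.7 and 126.6, a range of 9.41-fold within 1 group, and the SWW rats ranged from 20.2 to 286.5. All 15 In-Cage rats, injured or not, lay between 173.9 and 476.3. The 4 TX SCI rats lay between 118.2 and 284.6, and against No SCI the gene was called as well (log2 fold change 3.55, standard error 0.26, adjusted p = 0.000478, edgeR), in each of the 8 fits without 1 rat. So the injured rats without exercise were all above the uninjured rats of this set. A difference between animals that is not tied to the group, such as a variant carried by some rats of an outbred strain, may explain the calls, since injured rats of the SWIM and SWW groups also lay near the uninjured level. In one fit over all groups of the set the adjusted p was 0.726 for CONT SCI and 0.0155 for TX SCI against No SCI (edgeR). An effect of injury that some exercised rats lack stays open, and genotypes, litters and cage mates were not analysed here.

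ENSRNOG00000033923, the gene with the smallest p between TX SCI and CONT SCI (19.9-fold), also spanned a wide range within a group. The 4 TX SCI rats lay between 0.328 and 0.918 CPM, and the 15 In-Cage rats between 0.220 and 1.19. The No SCI rats of the Exercise set lay between 9.15 and 15.4 and the CONT SCI rats between 9.15 and 13.5, while the SWW rats spanned 26.8-fold, from 0.725 to 19.5. The same explanation may hold, and an effect of transection, or of the earlier collection of the TX SCI rats, stays open. Such genes were few. Of 9386 genes with a mean of at least 100 counts in the Exercise set, 18 had a gap of at least 2-fold between neighbouring values with at least 3 of the 22 rats on each side, and in all 18 of them the gap ran through at least 1 group.

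Some genes were counted almost only in the Exercise set. Among 12363 genes with a mean of at least 10 counts, 420 were higher in every Exercise sample than in every In-Cage sample (TMM normalization), and 80 the other way. With a gap of more than 2-fold between the sets, the numbers were 51 and 0. They were 51 and 0 with RLE normalization and 48 and 0 after thinning to the smallest total, so the one-sidedness stayed with other scaling and at equal depth. ENSRNOG00000039876 lay between 22.4 and 49.5 normalized CPM in the 22 Exercise rats and between 0 and 0.966 in the 15 In-Cage rats. ENSRNOG00000057347 lay between 57.7 and 391.3 against 0.248 to 7.42. No other explanation was tested, and the paper does not compare the sets.

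No correlation beyond permutation was found between the changes after contusion in the 2 sets. Across 12571 genes, CONT SCI + Tiny minus No SCI + Standard in the In-Cage set and CONT SCI minus No SCI in the Exercise set correlated with r = -0.246 (exact permutation test over 17640 relabellings, p = 0.299, Spearman rho = -0.327, permutation p = 0.226), and 38.2% of the genes had the same sign. The hypothesis that exercise opposes the In-Cage change after contusion was tested in the same way. The correlation was 0.0172 (permutation p = 0.917) with SWIM minus CONT SCI and -0.151 (permutation p = 0.329) with SWW minus CONT SCI. That of large minus tiny cages with contusion in the Exercise set was 0.0660 (permutation p = 0.747), and that of In-Cage contusion with TX SCI minus No SCI was 0.0282 (permutation p = 0.895). Adjusted over these 5 relations, the smallest p was 0.821. The correlations are across genes, which are not independent replicates, so the samples were permuted.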
